# An early-stage 3D fibroblast-featured tumor model mimics the gene expression of the naïve tumor microenvironment, including genes involved in cancer progression and drug resistance

**DOI:** 10.3389/fonc.2025.1572315

**Published:** 2025-10-27

**Authors:** Francesca Costabile, Subin George, Andrea Facciabene, Gilberto Filaci, Maddalena Mastrogiacomo

**Keywords:** B16F0 melanoma cell, fibroblasts NIH3T3, tumor microenvironment (TME), gene signature, spheroid model

## Abstract

**Introduction:**

The tumor microenvironment (TME) plays a crucial role in cancer progression, yet the interactions between tumor cells and stromal components, such as fibroblasts, remain poorly understood. Traditional two-dimensional (2D) culture models fail to accurately replicate the complexities of the TME, hindering progress in cancer research and drug development.

**Methods:**

This study presents a novel 3D spheroid model, generated using the hanging drop system, that incorporates both tumor cells (B16F10 mouse melanoma) and fibroblasts (NIH/3T3), and aimed at simulating the early-stage TME.

**Results:**

We demonstrate that fibroblasts are essential for ECM deposition, which is absent in spheroids composed only of tumor cells. Co-cultured spheroids exhibited a more organized structure, enhanced ECM deposition (type-VI collagen), and more closely resembled the morphology of native tumors compared to monocultures. RNA sequencing analysis revealed that the gene expression profile of B16F10–NIH/3T3 spheroids closely matched that of in vivo tumors, with 693 genes involved in critical pathways such as “pathways in cancer” and those linked to drug resistance.

**Discussion:**

These findings highlight the importance of fibroblast inclusion in 3D models to replicate the genetic and structural features of the TME. Our spheroid system provides a more accurate representation of early tumor stages and offers a promising platform for drug screening, reducing the need for in vivo models by allowing the selection of the most effective compounds for further testing. This work underscores the potential of 3D culture systems in advancing our understanding of tumor biology and improving the precision of cancer therapeutics.

## 1 Introduction

The tumor microenvironment (TME) is a complex system shaped by direct interactions among different cell types, soluble factors, and extracellular matrix (ECM) (1). Thus, cancer cells form only one component of the TME. The tumor stroma is composed of mesenchymal cells supporting its structure (tumor-associated fibroblasts and macrophages), endothelial cells and pericytes feeding the system, and immune-system cells responding to the cancer insult (T, B, and natural killer cells) (2). Structural cells behave differently in different environments (3). Cancer-associated fibroblasts constitute 5–10% of the total cells of many solid epithelial tumors, such as those of the pancreas, stomach, and breast (4), and they have diverse functions in the TME, including matrix deposition and remodeling, extensive reciprocal signaling with cancer cells, and crosstalk with infiltrating leukocytes (5). They also contribute to carcinogenesis, tumor progression, and metastasis (6, 7).

The ways in which non-cancerous cells and non-cellular components of the TME collaborate with cancer cells and help them to acquire invasive and metastatic features remain unclear. In addition, the specific signals induced during pathological epithelial–mesenchymal transition (EMT) have not been identified (8). Currently, we know that it becomes increasingly important for cancer cells to sustain their growth and functions achieved by recruiting cellular components and modulating their ECM as a tumor develops. Additionally, tumors become increasingly hypoxic with increased size, causing the formation of new vasculature to facilitate the diffusion of nutrients and oxygen to cancer cells through angiogenesis (9, 10). Thus, the TME plays key roles in cancer promotion and maintenance by regulating stemness properties via the activation of key signaling pathways involved in self-renewal, angiogenesis, and the promotion of long-term survival (11). Cancer cells appear to “educate” surrounding (e.g., stromal and immune) cells by secreting signals that recruit, transform, and alter microenvironment functions and activities, in turn facilitating tumor growth and cancer progression (12). Tumors thus leverage ECM remodeling to create a microenvironment that promotes tumorigenesis and metastasis.

Given the emerging importance of the TME in the modulation of cell morphology and function, sophisticated tumor models incorporating TME features are needed to elucidate cellular, molecular, and immunological mechanisms of tumor response and resistance (13, 14). The intensive assessment of *in-vitro* models for the study of tumor complexity has led to the generation of various three-dimensional (3D) culture methods that better mimic *in-vivo* conditions than do usual two-dimensional (2D) methods (15, 16). 3D mono- and co-cultures reproduce *in-vivo* features such as 3D cell morphology, which permits cells to better execute their functions and deposit significantly more ECM (17, 18). These culture techniques also induce cellular phenotype switches from physiological to pathological profiles related to epithelial–mesenchymal transition and cancer-associated fibroblast markers (19–22). Recent studies conducted with 3D cancer models have focused on the cultivation of single cells or spheroidal cell groups, with or without different types of matrix (13–15). The production of cell spheroids is possible when cells have the ability to self-assemble. Hanging drop, scaffold, and hydrogel systems have been developed for this purpose, and spheroid cultures have been applied in drug and nanoparticle testing and disease modeling (23–25). Each approach offers distinct advantages and disadvantages suitable for different research objectives. The hanging drop method relies on gravity-driven self-assembly of cells into spheroids in hanging droplets of cell suspension: surface tension keeps the droplet intact, preventing cells from adhering to a flat surface and promoting cell-to-cell interaction, resulting in the formation of a multicellular aggregate (26). Among the advantages, there surely are its low cost and the easy controlled spheroid size, by adjusting cell number seed. The hanging drop method is moreover very useful for studying cell-cell and cell-extracellular matrix interactions, and this is the reason why we selected it for our study. On the other hand, this system required experience from the operator, to avoid the risk of spheroid loss during media changes. Moreover, the time of observation is limited (2–3 weeks on average) due to the inability of media to penetrate in the core of the spheroid, leading the system to die. Scaffold-based cell culture, instead, provides a structural framework for cells to grow and organize in 3D and can facilitate the delivery of cells, drugs, or growth factors. Scaffolds are typically made of biomaterials (natural or synthetic) mimicking the ECM and allowing cells to attach, proliferate, and migrate within the structured environment. This system supports enhanced cell organization and more realistic cell interactions compared to 2D cultures and hanging drop system. Indeed, scaffolds are extensively useful for tissue engineering and regenerative medicine. The possibility of choosing the more suitable scaffold among many types is definitely an advantage but every scaffold can influence cell behavior differently, requiring careful selection and optimization for each application. Moreover, cells might not well tolerate biomaterials and, because if this matter, most 3D culture system are now build with hydrogels. The hydrogel system utilizes water-swollen, cross-linked polymer networks, as a 3D scaffold, for cell encapsulation or surface coating. Cells can be mixed with hydrogel precursors and encapsulated during gelation, or seeded onto pre-formed hydrogel substrates, allowing them to grow in a 3D environment surrounded by a biomaterial that resembles the ECM (27). Since hydrogels are often composed by decellularized and lyophilized ECM, they are the only system that so far better mimics the native tissue environment, also due to high water content and controllable stiffness. However, some hydrogels may exhibit limited mechanical strength.

Hanging drops, scaffolds, and hydrogels each offer unique capabilities for 3D cell culture. The choice between these methods depends on the specific research question. In this work, we used a hanging drop system to generate spheroids since we are studying the ECM deposition capability and its impact on tumor cells features. Moreover, it is a 3D culture system suitable for the study of the initial stage of the TME and the understanding of biological mechanisms, pathways, cell crosstalk, and morphological changes occurring in different cells present in the tumor bulk. It is scaffold free, which enables the observation of ECM deposition by the cells forming the spheroid. In this study, we also demonstrate the importance of fibroblast inclusion in 3D tumor systems and the similarities of RNA pathways in the system to those in a real model. Compared to previous studies on 3D melanoma spheroids generated by hanging drop system (24, 28), the addition of NIH/3T3 fibroblasts in the proposed model allows a longer lasting experimentation time (up to 3 weeks) and a more realistic tumor cell gene expression, especially for genes involved in therapy resistance. The study findings suggest that a better understanding of tumorigenic ECM remodeling is crucial not only for the discovery of new biological mechanisms, but, more importantly, also for the discovery of new targets and development of new cancer treatments.

## 2 Materials and methods

### 2.1 Cell lines and animals

The B16F10 (ATCC^®^ CRL-6475™, Manassas, Virginia) mouse melanoma cell line was cultivated in RPMI medium supplemented with 10% fetal calf serum and 1% penicillin/streptomycin/fungizone solution. The NIH/3T3 mouse fibroblast line (Interlab Cellular Bank Cell Line Collection, San Martino Hospital, National Institute of Cancer Research, Genova, Italy) was cultivated in complete Dulbecco’s modified Eagle medium with 10% fetal calf serum and 1% penicillin/streptomycin/fungizone solution. One-year-old female C57BL/6 mice (Charles River Laboratories, Wilmington, MA) were used for this study.

### 2.2 Spheroid generation and morphological analysis

B16F10 cells were seeded alone or with NIH/3T3 cells at a ratio of 1:4 (700:3000 cells, due to the difference in proliferation rate) in 20 µL complete Dulbecco’s modified Eagle medium in lidded sterile Petri dishes (29). For the creation of fluorescent spheroids and examination of cell distribution therein, B16F10 and NIH-3T3 cells in co-culture were stained with PKH26 (2 µM/10^6^ cells) and carboxyfluorescein succinimidyl ester (10 µM/10^6^ cells), respectively. The efficacy of staining was evaluated by flow cytometry (LSRFortessa; Becton Dickinson, Franklin Lakes, NJ). Starting from day 5 of culture, the medium was changed as needed.

On day 7, the 3D morphology of the spheroids generated was observed under an FV500 confocal laser scanning microscope, and the classification of Kenny et al. (30) was used to characterize cell organization. Spheroid roundness was measured using the roundness function with ImageJ software (National Institutes of Health, Bethesda, MD, USA; http://rsb.info.nih.gov/ij/).

### 2.3 Animal procedures

The mice were handled according to guidelines conforming to Italy’s current regulations regarding the protection of animals used for scientific purposes. The animal experimentation ethics committee of the National Institute of Cancer Research and the Italian Ministry of Health approved the study procedures (protocol 517: 22418.142). Mycoplasma-free B16F10 cells (*n* = 500,000) in 100 µL phosphate-buffered saline were injected subcutaneously into both flanks of the mice (13). The mice were sacrificed when the tumor volumes [1/2 (length ×width^2^)] reached 1 cm^3^ (31).

### 2.4 Green fluorescent Linterna™ B16F10 cell sorting

The Linterna™ B16F10 cell line (Innoprot, Derio, Spain), with turbo–green fluorescent protein (GFP) at the cytoplasmic level, was used to generate spheroids with red fluorescent NIH/3T3 cells (Innoprot), 2D co-culture with NIH/3T3 cells, and a monolayer. GFP-positive cells were isolated from the cultures using a FACS ARIA IIU-2 sorter. Dead cells were excluded by 7-aminoactinomycin D staining.

### 2.5 RNA isolation and sequencing

Total RNA from 2D cultured cells, spheroids and cells sorted from tumors (n=3) was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and an RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Total RNA concentrations and quality were evaluated for sample inclusion in subsequent *in-vitro* transcription assays based on spectrophotometric absorption ratios of 260/280  > 1.8 (NanoDrop, Wilmington, DE, USA) and RNA integrity numbers > 8.0, determined via electrophoretic analysis (Genewiz, NJ, USA). The RNA was used for next-generation sequencing library generation (Genewiz). Differential expression analysis was performed using NOIseq (32) and GFold (33).

### 2.6 Pathway analysis

A heatmap comparing gene expression in GFP Linterna™ sorted cells from *in-vivo* mouse tumor tissue and 2D and 3D co-cultured cell samples with respective control samples was generated using the heatmap.2 tool of the gplots package (version 3.1.1) in R. The average normalized expression across the three B16F10 control conditions was used to generate the heatmap because the NOISeq R package (version 2.34.0) simulates technical replicates for differential expression analysis when an insufficient number of replicates is available, resulting in slight differences among comparisons. Database for Annotation, Visualization, and Integrated Discovery (a web-based tool for gene annotation and the interpretation of biological meaning) Kyoto Encyclopedia of Genes and Genomes pathway analysis was performed using unregulated genes that overlapped only between the mouse tumor and spheroid samples. To identify these genes, we first selected genes with the same expression levels in the spheroids and *in vivo* model, and then excluded genes with the same expression levels also in the two 2D culture samples. A mean difference (MD) plot (log-intensity ratios vs. log-intensity averages) was generated based on differential expression between GFP B16F10 Linterna™ cells sorted from 3D co-culture with fibroblasts and *in-vivo* tumors generated from the same cell line.

### 2.7 Immunohistochemistry and immunofluorescence analyses

Tissues were embedded in optimal cutting temperature compound, cut into 7-µm-thick sections (unless otherwise specified) with a cryostat (CM3050S; Leica, Wetzlar, Germany), and stained with hematoxylin and eosin (Bio Optica, Milan, Italy) or with Picrosirius Red Stain kit (24901, Polyciences, Warrington, PA), according to the manufacturer’s instructions. For immunofluorescence (IF) analysis, the sections were blocked with 20% goat serum and incubated with the primary antibody type-VI collagen (1:100, ab6588; Abcam, Cambridge, UK) or mTOR (1:500, PA5-34663, Invitrogen, Waltham, MA). The slides were then washed and incubated with Alexa Fluor 594–labeled goat anti-rabbit immunoglobulin G (heavy and light chains, 1:400, A11007; Invitrogen, Waltham, MA] or Alexa Fluor 488–labeled goat anti-rabbit immunoglobulin G (heavy and light chains, 1:800, A11006; Invitrogen). The nuclei were stained with 500 ng/mL 4′,6-diamidino-2-phenylindole (d9542; Sigma-Aldrich). Random fields of each specimen were photographed under a direct microscope, and ECM (type-VI collagen) deposition was assessed on frozen sections obtained on days 7, 14, and 21 of spheroid culture. Quantification of collagen VI signal was assessed by calculating the Integrated Density value via ImageJ software of three different spheroids each group.

### 2.8 Statistical analysis

Graphs were created using the GraphPad Prims software (version 8). Data are reported as means ± standard deviations. Data from pairs of experimental groups were compared using the two-sided Student’s *t* test. *P* values < 0.05 were considered to be significant.

## 3 Results

### 3.1 Fibroblasts are needed for the generation of an early-stage 3D tumor model

Using the hanging drop system, B16F10 spheroids, which did not last more than 1 week, and B16F10–NIH/3T3 spheroids were generated to reproduce an early 3D tumor stage model suitable for the study on cell crosstalk and ECM (**Figure 1A**). Structural analysis were assessed every 7 days for 3 weeks. Deposition of ECM was detected through IF analysis and Picrosirius Red Staining. Signals reflecting type-VI collagen deposition were barely detectable in B16F10 spheroids, but clear in co-cultured spheroids (**Figures 1B–E**). Similarly, red staining, representing collagen (**Figures 1B–E**, Picrosirius Red), increases with the addition of fibroblasts to the spheroid model and over time. Quantification of Collagen VI in **Figure 1F** clearly shows the difference of spheroids ECM in presence or not of fibroblasts. Also, nuclear signaling decreased over time, reminding the limitation of the spheroids 3D system. (**Figures 1D, E**).

**Figure 1:**
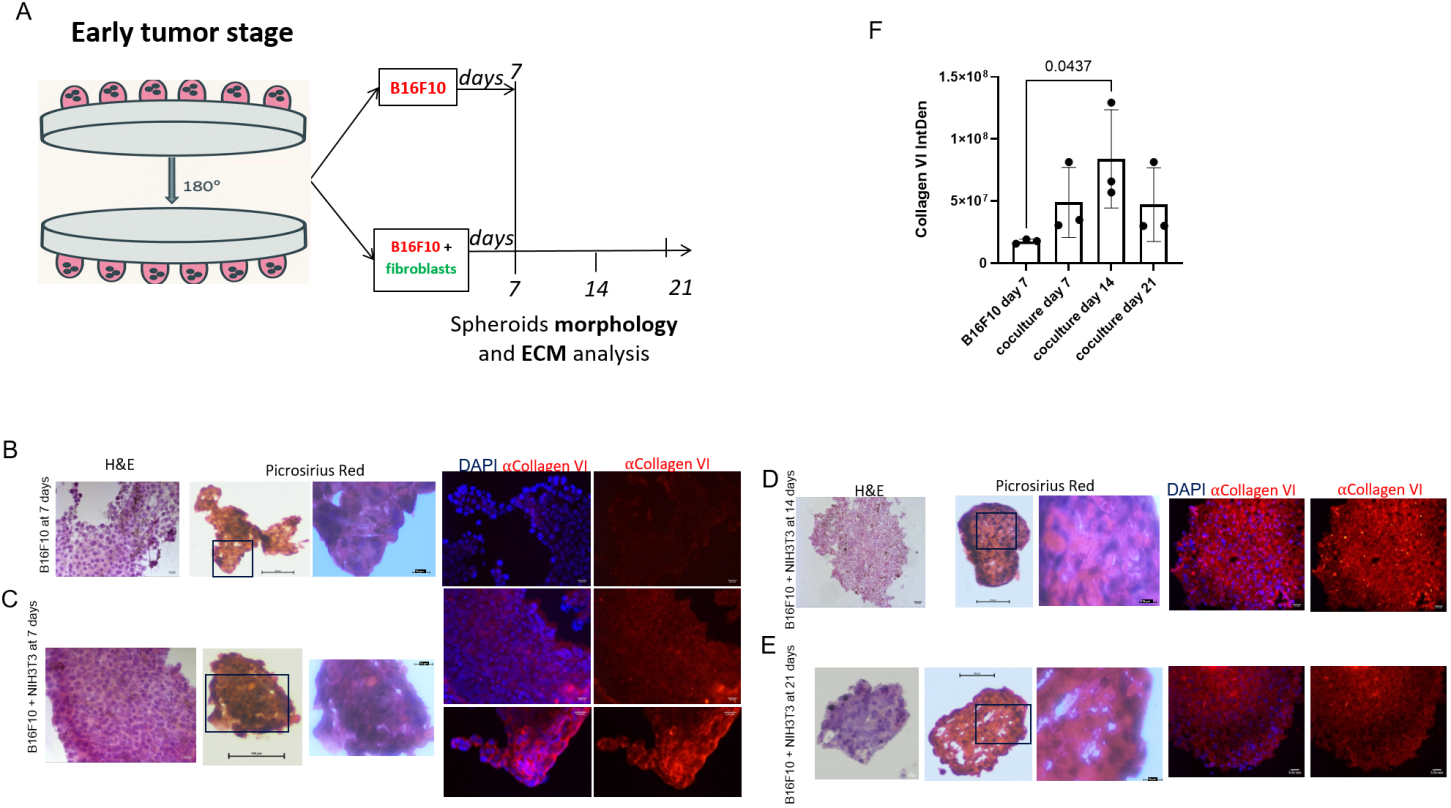
Spheroid generation and ECM deposition. **(A)** Spheroids were generated by B16F10 cells and by B16F10 and NIH/3T3 cells combination. At days 7, 14 and 21 analyses of morphology and extracellular matrix deposition were executed. ECM deposition has been detected by type-VI collagen deposition in B16F10 spheroids at 7 days **(B)** and B16F10–NIH/3T3 spheroids at 7 **(C)**, 14 **(D)**, and 21 **(E)** days, and has been quantified **(F)**. Magnification = 40×. H&E, hematoxylin and eosin. DAPI, 4′,6-diamidino-2-phenylindole. Collagen in spheroids at day 7, 14 and 21 has been analyzed also with Picrosirius Red Staining **(B–E)**.

As **Figure 2** shows, it is very evident how, beside the deposition of ECM, even the morphology of the single- and two-cell spheroids differed. According to the classification of Kenny et al. (25), each cell line adopts a colony morphology of one of four main classes in 3D culture. These morphologies reflect gene expression profile and protein expression patterns of the cell lines, and distinct morphologies are also associated with tumor cell invasiveness and metastases formation. According to this classification, the B16F10–NIH/3T3 spheroids belong to the “mass class” (roundness index = 0.914), with cells organized regularly around the colony center (**Figure 3**). The B16F10 spheroids belong instead to the “grape-like class” (roundness index = 0.613, *p* = 0.003 vs. B16F10–NIH/3T3 spheroids), with poor cell–cell contact, resulting in a lack of compactness and a grape-like appearance (**Figure 3**). Therefore, the B16F10 spheroids exhibited a lack of robust cell–cell adhesion and the absence of type-VI collagen. Fluorescence examination of B16F10–NIH/3T3 spheroids indicated that the two cell lines were distributed homogeneously in the co-cultured spheroids (**Figure 2**).

**Figure 2:**
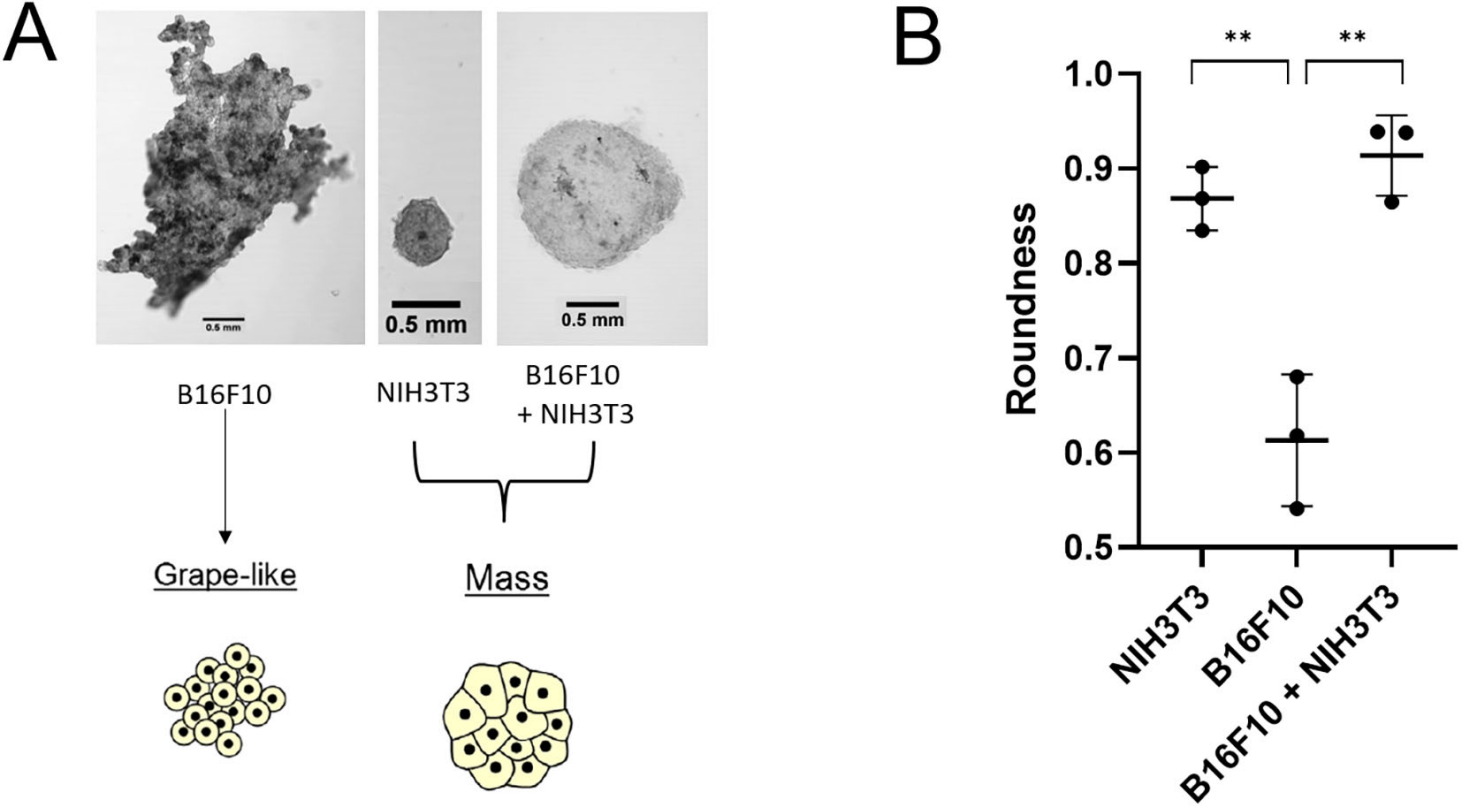
Spheroid morphology. **(A)** Confocal laser scanning microscopic images of representative spheroids made with B16F10 and/or NIH/3T3 cells on day 7. Magnification = 10×. **(B)** Spheroid roundness (mean ± standard deviation, *n* = 9). **p < 0.01 (B16F10 vs. co-culture, *p* = 0.003).

**Figure 3:**
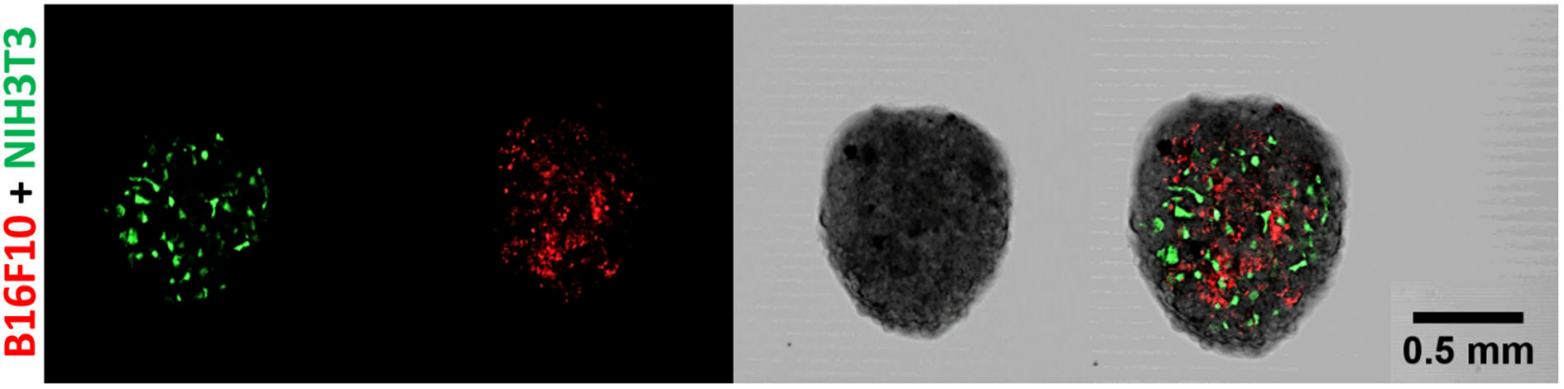
Cell distribution in representative B16F10–NIH/3T3 spheroids (cells stained with PKH26 and carboxyfluorescein succinimidyl ester, respectively) on day 7. Some spheroids were generated with fluorescently stained cells (PKH26 for B16F10 and CSFE for NIH/3T3 cells) for the examination of cell distribution by confocal laser scanning microscopy. Confocal laser scanning microscopic images, magnification = 10×.

### 3.2 The 3D spheroid model shares many biological processes with the *in vivo* TME

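RNA was sequenced from 4 sources that hold B16F10 melanoma cells. These were spheroids grown with NIH/3T3 fibroblasts, 2D co-culture with the same fibroblasts, 2D monoculture and tumors grown in mice. Each source is represented by 1 library, so no difference between conditions has a replicate check and no p-value is given. The paper states n = 3 for the RNA isolation. It describes the tumor cells as sorted, whereas the label of that library describes frozen tumor tissue. RNA of other cells of the mouse may therefore enter every comparison with the tumor library. The authors deposited the number of reads counted on each gene, without normalization, for 24527 gene symbols, of which 4633 had no read in any library. The totals were 150028663 reads for the spheroid, 118896900 for the 2D co-culture, 144817414 for the 2D monoculture and 139592426 for the tumor. Counts were scaled to CPM, the share of a library's reads on a gene scaled to one common total, with edgeR's TMM factors, which were 0.908 for the spheroid, 0.963 for the 2D co-culture, 0.984 for the 2D monoculture and 1.16 for the tumor. Genes were called higher, lower or unregulated against the tumor with a simulation of technical replicates written after NOISeq: 5 replicates per library at 20% of its depth, zeros replaced by 0.5 and a probability threshold of 0.9. The paper's text does not give its threshold, normalization or filter. All intervals are 95% intervals and cover counting error only. Xist, a transcript of female cells, had 69.9 CPM in the tumor library and at most 0.262 CPM in the culture libraries.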

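Over the 12795 genes with a mean of at least 1 CPM, Spearman's correlation across genes with the tumor library was 0.685 for the spheroid, 0.788 for the 2D co-culture and 0.808 for the 2D monoculture. Genes are not independent replicates, and these correlations describe the libraries only. Between cultures, the correlation was 0.935 for spheroid and 2D co-culture, 0.891 for spheroid and 2D monoculture and 0.945 for the 2D cultures. The median absolute log2 ratio to the tumor was 1.12 for the spheroid, 0.79 for the 2D co-culture and 0.67 for the 2D monoculture. In all, 6997 genes (54.7%) differed by more than 2-fold between spheroid and tumor, 5119 (40.0%) between 2D co-culture and tumor and 4278 (33.4%) between 2D monoculture and tumor. When all genes with a read were kept, the correlations were 0.864 for the spheroid, 0.90 for the 2D co-culture and 0.887 for the 2D monoculture.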

To understand the genetic signature beyond the different spheroids’ phenotype, gene expression of B16F10 cultured in the different condition was analyzed and the derived heatmap revealed no evident similarity or difference in gene expression among the four samples compared (**Figure 4**). The MD plot between B16F10 sorted from B16F10–NIH/3T3 spheroids and from *in vivo* tumor showed, instead, that 1780 genes were unregulated, meaning having the same level of expression in the co-culture spheroid model and *in vivo* model (**Figure 5**). In this comparison, 6263 genes were instead downregulated and 5670 genes were upregulated in B16F10 cells cultured in spheroid with fibroblasts compared to *in vivo* tumor. 

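Of 19393 genes with a read in the spheroid or the tumor library, 12233 were unregulated between them. The same comparison gave 14150 unregulated genes of 19429 for the 2D co-culture and 15081 of 19552 for the 2D monoculture, and 10796 genes were unregulated in all 3 comparisons. The unregulated genes of the spheroid had a median of 0.833 CPM, against 30.4 CPM for the other genes, and 6325 of them had a mean under 1 CPM. The other 5908 had a mean of at least 1 CPM. When the calls were repeated on genes with a mean of at least 1 CPM alone, so that the simulated noise came from these genes too, 2965 of 13157 genes were unregulated for the spheroid, 4124 for the 2D co-culture and 4068 for the 2D monoculture. In 20 simulations in which all libraries were drawn from the tumor's profile, 100% of genes were unregulated on average.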

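Between spheroid and tumor, 3653 genes were lower and 3507 were higher in the spheroid, so that 49.0% of the called genes were higher. With scaling by total count, 4475 were lower and 2538 higher, a share of 36.2%, because this scaling moves every log2 ratio by -0.36. Genes with at least 10 CPM on average were ranked by the ratio of spheroid to tumor after 1 CPM was added to both values, and the lowest were Myh4, Acta1, Car3, Col3a1 and Hp. Myh4 and Acta1, which encode muscle proteins, had 1336 and 1360 CPM in the tumor library and 1.65 and 1.77 CPM in the spheroid. The highest in this ranking were Fbxo2, Nrxn2, Ppp1r15a, Trib3 and Dusp8. Trib3 had 1279 CPM in the spheroid and 34.5 CPM in the tumor, a log2 ratio of 5.21 (interval 5.18 to 5.25) with nothing added. The log2 ratio of spheroid to tumor followed the GC content of the genes, with a Spearman correlation across 12533 genes of 0.522. The correlation was 0.455 for the 2D co-culture and 0.379 for the 2D monoculture.

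**Figure D1:**
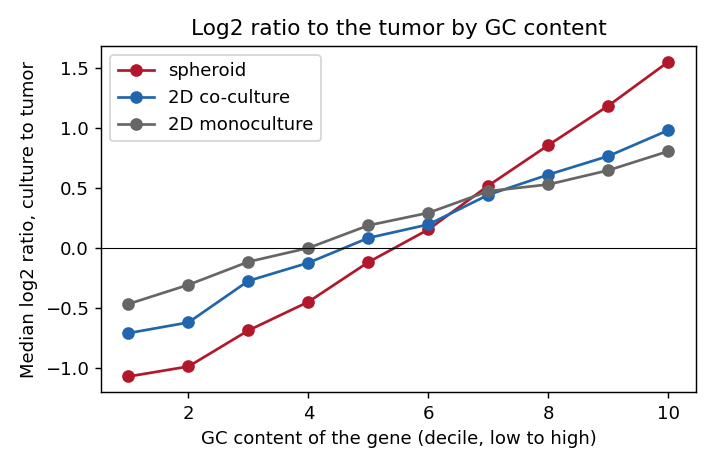
Median log2 ratio of each culture library to the tumor library (y axis) in 10 classes of genes ordered by GC content (x axis). The median for the spheroid runs from -1.07 in the lowest class to 1.56 in the highest.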

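From the 12233 genes unregulated between spheroid and tumor, those also unregulated in the comparison of either 2D culture with the tumor were removed, which left 433 genes. The same selection left 725 genes when the 2D co-culture took the place of the spheroid and 1766 genes for the 2D monoculture. With the calls of the 2D cultures shuffled among genes of similar expression 1000 times, 866 genes were left on average (95% of draws between 819 and 914). All 3 comparisons share the tumor library, so their calls can agree for that reason alone. Shuffling removes this agreement: 11353 genes were unregulated in both spheroid and 2D co-culture, against 9497 on average with shuffled calls. Values from shuffled calls therefore do not show what the selection leaves without a culture effect. Of the 433 genes, 120 had no read in the tumor or the 2D cultures and so no call in the 2D comparisons. Over genes with a call in all 3 comparisons, chosen after the data were seen, the selection left 313 genes for the spheroid, 551 for the 2D co-culture and 1498 for the 2D monoculture, against 810 for the spheroid on average with shuffled calls (95% of draws between 767 and 855). In simulations of unchanged libraries no gene was called, so that the 13 to 30 genes left were genes without a call in the 2D comparisons, and these simulations give no value to set beside the 313. When a gene was removed only if unregulated in both 2D comparisons, 1437 genes were left. The genes of the set with the highest mean CPM were Hsp90ab1, Sparc, Eif4g1, Fasn and Atp2a2. Eif4g1 had 503 CPM in the spheroid, 513 CPM in the tumor, 1503 CPM in the 2D co-culture and 1278 CPM in the 2D monoculture.

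**Figure D2:**
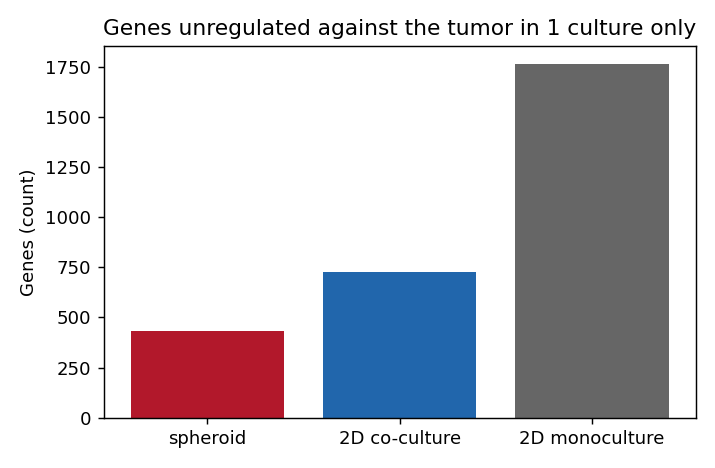
Number of genes (y axis) called unregulated against the tumor in 1 culture and not in the other cultures, for each culture library (x axis). The bars stand at 433 for the spheroid, 725 for the 2D co-culture and 1766 for the 2D monoculture.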

The exclusion from this list of 1780 genes of the genes having the same expression level even in the other two 2D systems (*B16F10* cultured alone and with fibroblasts) allowed us to identify a set of 693 genes with the same expression levels in B16F10–NIH/3T3 spheroids and *in vivo* tumor samples (**Figure 6A**). These 693 genes were involved in 39 Kyoto Encyclopedia of Genes and Genomes pathways, 23.1% of which were associated with the TME. Notably, the “pathways in cancer” term was most enriched (**Figure 6B**, **Table 1**). In particular, the following 20 genes were associated with this term: EGLN1 [the proline hydroxylase mediating degradation of hypoxia-inducible factor α (HIFα) that is associated with tumorigenesis and radioresistance (34)]; RALBP1 [it plays a role in receptor-mediated endocytosis, is a downstream effector of the small GTP-binding protein RAL and mediates multidrug-resistance (35–37)]; FZD3 [the receptor for the wingless type MMTV integration site family of signaling proteins, that is involved in ovarian cancer resistance (38)]; PTGER1 [the prostaglandin E receptor 1 that mediates proliferation of tumor cells (39)]; BRAF [it plays a role in cell growth and division and is tumor drug target (40)]; PRKCA [a protein kinase involved in cisplatin resistance (41)]; ADCY7 [it catalyzes the formation of cyclic AMP from ATP and is abnormally expressed in multiple human cancers (42)]; MTOR [it controls many cell functions, including cell division, survival, and growth, and is involved in cancer drug resistance (43–45)]; CKS1B [it plays a critical role in cell cycle progression, is associated with the pathogenesis of many human cancers and strictly related to drug resistance (46)]; NFKBIA [the NF-kappa-B inhibitor that can provoke drug resistance in cancer if mutated (47)]; RASSF1 [it is a tumor suppressor agent and his inactivation can dysregulate the RAS, Hippo, Wnt and other tumor-related signaling pathways potentially leading to drug resistance (48)]; CDK6 and CDK4 [that regulate cell cycle and are involved in the development of several types of cancer (49)]; GNAQ [part of a trimeric G protein complex is mutated mostly in uveal melanomas (50)]; TRAF5 [his inhibition drives cancer cell apoptosis and improves retinoic acid sensitivity in multiple cancers models (51)]; MAPK1 [the MAPK pathway is responsible for sequential activation of downstream targets, such as MEK and the transcription factor ERK, which control numerous cellular and physiological processes, including organism development, cell cycle control, cell proliferation and differentiation, cell survival, and death: defects in this signaling cascade are associated with cancer development (52)]; EP300 [it regulates cell growth and division, is critical for normal development and has recently been shown as tumor activator, to promote cancer cell proliferation, immune evasion and drug-resistance (53)]; ITGA6 [the transmembrane receptor involved in cell adhesion and signaling which enhances radiation resistance via PI3K/Akt and MEK/Erk signaling (54)]; VHL [his mutation causes cancer and his germline inactivation causes hereditary cancer syndrome (55)]; and RAF1 [pro-oncogene contributing to cell proliferation (56)]. 

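All 20 genes were called unregulated between spheroid and tumor, with log2 ratios between -0.45 (Traf5) and 0.47 (Fzd3) and a median absolute log2 ratio of 0.18. The median absolute log2 ratio to the tumor was 0.62 in the 2D co-culture and 0.76 in the 2D monoculture. The spheroid was the culture closest to the tumor for 19 of the 20 genes. The paper chose these genes on the same libraries for their similar level in spheroid and tumor, so this is not independent evidence. Of the 20 genes, 18 were also called unregulated in the 2D co-culture and 13 in the 2D monoculture, which left 2, Cdk6 and Itga6, that were unregulated in the spheroid alone. With genes under a mean of 1 CPM left out, 15 were unregulated in the spheroid alone, and with the GFOLD-type interval 1 gene was unregulated. Mtor had 35.2 CPM in the spheroid, 29.4 CPM in the tumor, 54.3 CPM in the 2D co-culture and 104 CPM in the 2D monoculture. Its log2 ratio of spheroid to tumor was 0.26 (interval 0.20 to 0.32). After a correction for GC content and transcript length, chosen after the data were seen, the median absolute log2 ratio of the 20 genes was 0.54 in the spheroid, 0.73 in the 2D co-culture and 0.59 in the 2D monoculture, and the spheroid was closest for 6 genes.

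**Figure D3:**
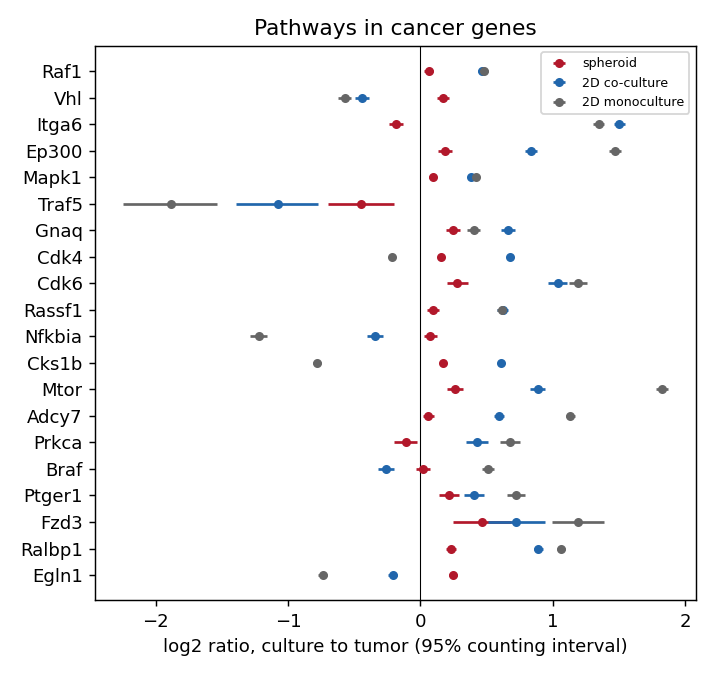
Log2 ratio to the tumor library (x axis) of the 20 genes (y axis) in each culture library, with 95% counting intervals as bars. The spheroid points lie between -0.45 and 0.47, and those of the 2D monoculture between -1.89 and 1.83.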

To validate the RNA analysis, we quantified with IF the level of mTOR protein (**Figure 6C**), confirming the presence of the protein exclusively within the actual tumor tissue and the B16F10–NIH/3T3 spheroids.

**Figure 4:**
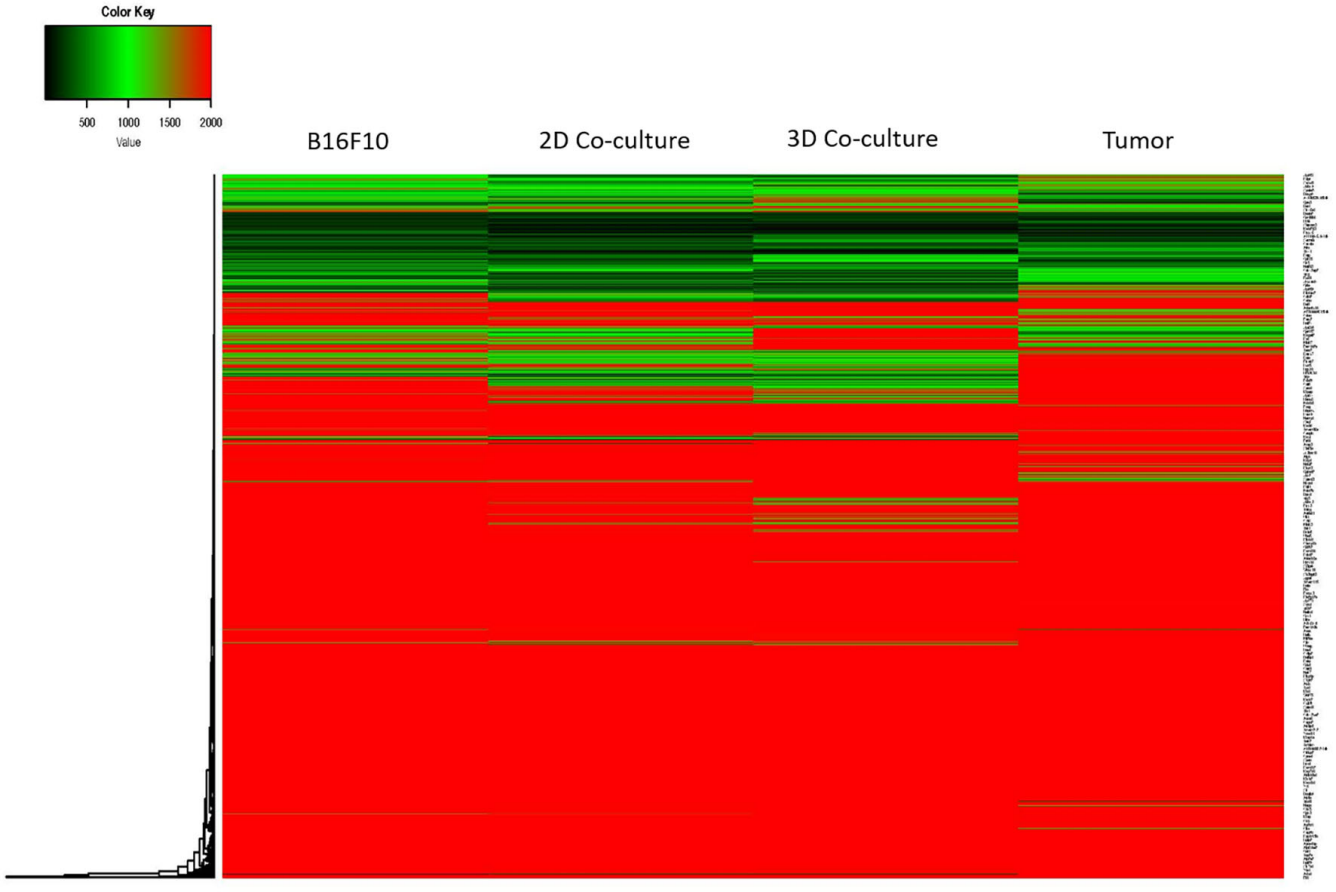
Heatmap of gene expression. The average normalized expression of the B16F10 control conditions from the three comparisons was used to generate the heatmap.

**Figure 5:**
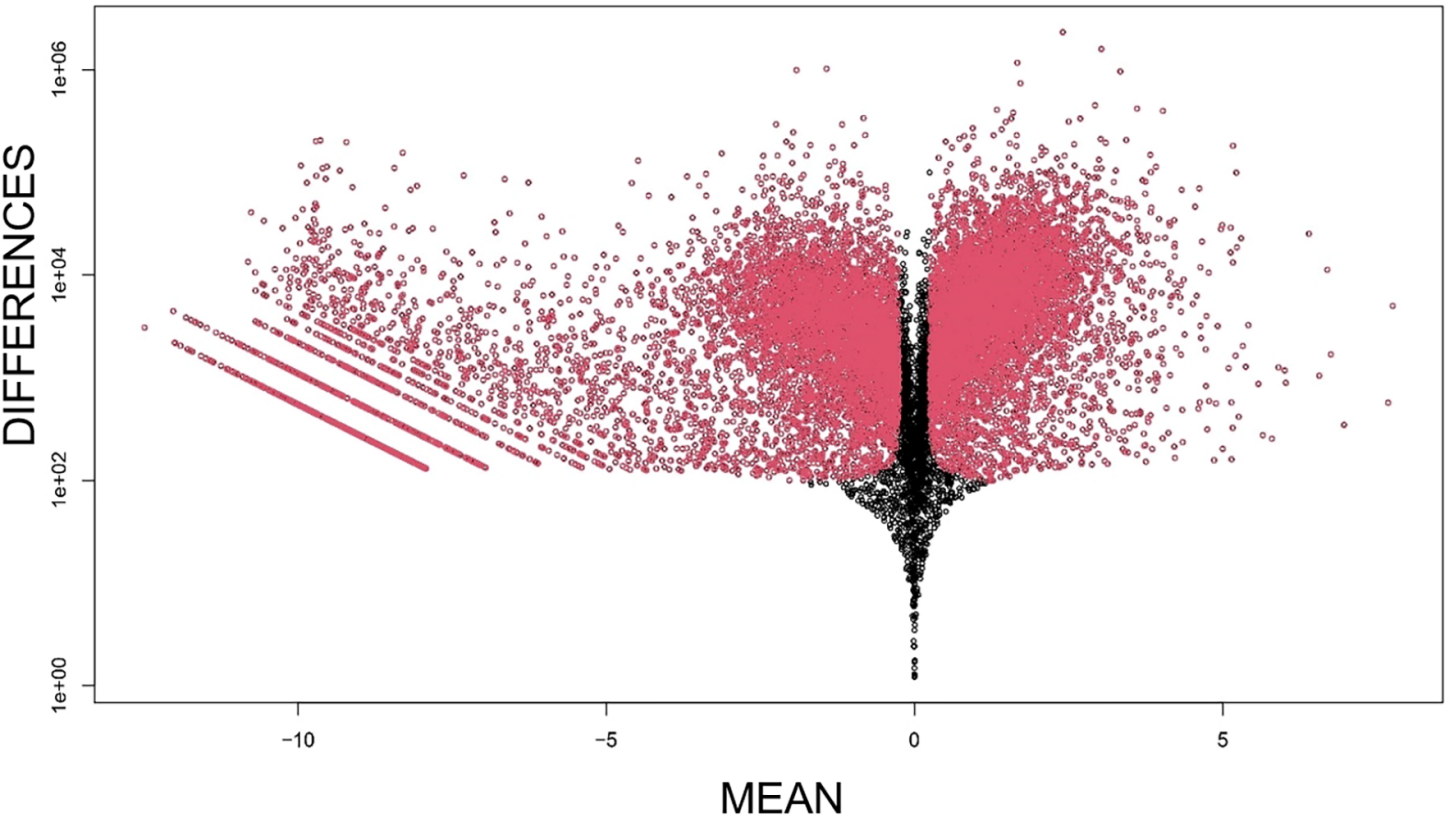
Plot of mean differential gene expression between green fluorescent protein B16F10 LinternaTM cells sorted from three-dimensional co-culture with fibroblasts and in-vivo tumors generated from the same cell line. Black dots, unregulated genes (*n* = 1780); red dots with negative (positive) x-axis values, genes down-regulated (upregulated) in spheroids relative to tumor samples.

**Figure 6:**
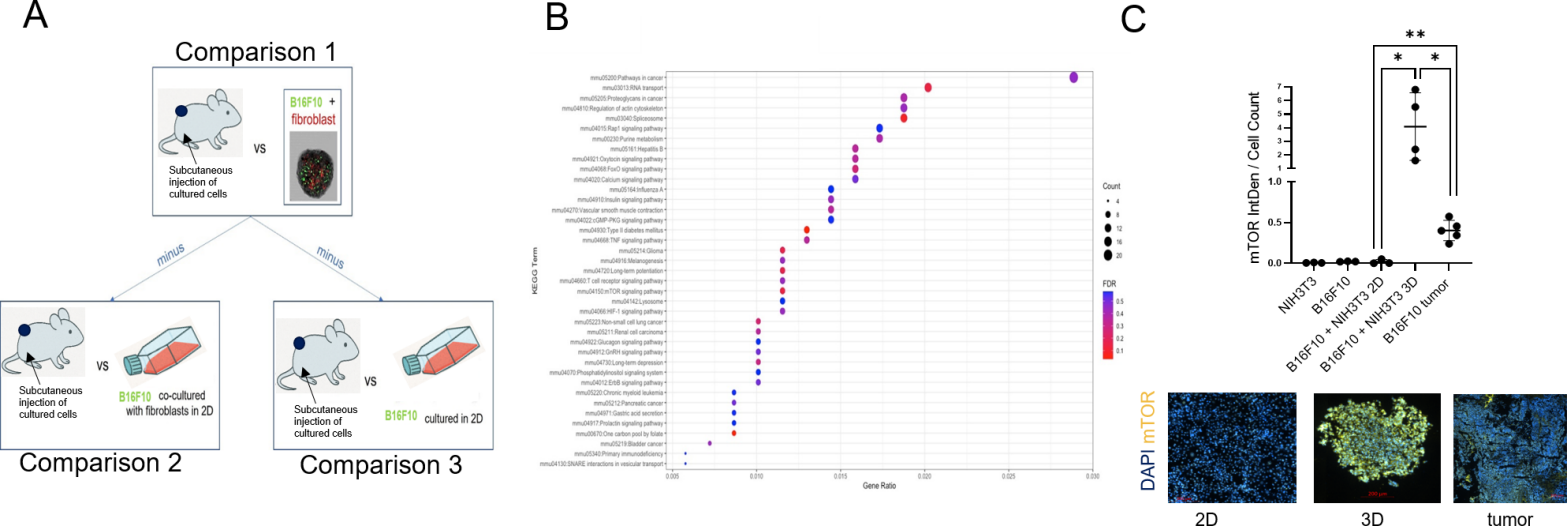
Selection of genes, KEGG pathways analysis and protein validation. **(A)** For each of the 3 comparisons, the genes having the same expression level were selected, generating 3 lists of genes, one for each comparison. All the genes present in the 2 lists of genes generated from comparisons 2 and 3 were removed from the list of genes generated from the comparison 1, obtaining the exclusive gene signature in common between spheroid and *in vivo* model. **(B)** Ratio of the number of genes involved in a pathway to the total of 693 genes. FDR: false discovery rate. **(C)** mTOR protein IF images representing of 3D co-cultures, 2D co-cultures, monocultures and tumor tissue. mTor in yellow and Dapi in blue. Dot plot shows relative mTOR quantification.

**Table 1:** KEGG pathways for 693 genes with same expression levels in B16F10 cells sorted from three-dimensional co-culture with fibroblasts and *in-vivo* tumor samples.

Pathway	Genes (*n*)	Pathway	Genes (*n*)
**Pathways in cancer**	20	Melanogenesis7	8
RNA transport	14	T-cell receptor signaling pathway	8
Spliceosome	13	HIF-1 signaling pathway	8
**Proteoglycans in cancer**	13	Lysosome	8
Regulation of actin cytoskeleton	13	**Non-small cell lung cancer**	7
Purine metabolism	12	Long-term depression	7
Rap1 signaling pathway	12	**Renal cell carcinoma**	7
FoxO signaling pathway	11	ErbB signaling pathway	7
Hepatitis B	11	GnRH signaling pathway	7
Oxytocin signaling pathway	11	Phosphatidylinositol signaling system	7
Calcium signaling pathway	11	Glucagon signaling pathway	7
Vascular smooth muscle contraction	10	One carbon pool by folate	6
Insulin signaling pathway	10	**Pancreatic cancer**	6
cGMP-PKG signaling pathway	10	**Chronic myeloid leukemia**	6
Influenza A	10	Gastric acid secretion	6
Type II diabetes mellitus	9	Prolactin signaling pathway	6
**TNF signaling pathway**	9	**Bladder cancer**	5
mTOR signaling pathway	8	SNARE interactions in vesicular transport	4
**Glioma**	8	Primary immunodeficiency	4
Long-term potentiation	8		

Bold text indicates cancer-associated pathways (23.1% of the total).

All these genes play a critical role in cancer progression and more importantly, they are associated to therapy resistance. These results underlay the remarkable differences existing between 2D and 3D tumor culture systems mainly impacting on the *in vitro* re-creation of a TME reliably reminiscent of the *in vivo* original one and the subsequent induction of gene expression patterns related to cancer progression and therapy resistance, crucial aspects in cancer research devoted to identification of pathogenic pathways and target molecules for therapeutic agents.

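Between spheroid and 2D monoculture, 3696 genes (28.9%) differed by more than 2-fold, against 1696 (13.3%) between the 2D cultures. The median log2 ratio of spheroid to 2D monoculture was 1.10 for 12 hypoxia genes, at the percentile 99.99 among 10000 random lists matched on expression, and 9 of the 12 were higher in the spheroid. For 2D co-culture to 2D monoculture, the median of these genes was 0.55, at the percentile 99.75, and 9 of the 12 were higher. Vegfa had 453 CPM in the spheroid, 167 CPM in the 2D co-culture, 107 CPM in the 2D monoculture and 177 CPM in the tumor. For 12 proliferation genes the median of spheroid to 2D monoculture was -0.74, at the percentile 0.68, and for 8 melanocyte genes it was -0.36, at the percentile 3.88. Against the tumor, the spheroid's medians were -0.69 for the hypoxia genes (5 higher and 7 lower), -0.67 for the proliferation genes (4 and 8) and -0.79 for the melanocyte genes (2 and 6). With total count scaling these medians were -1.05, -1.03 and -1.15, and after the GC and length correction, chosen after the data were seen, -0.12, -0.57 and -0.41. Among genes with at least 10 CPM on average, ranked with 1 CPM added to each value, those with the highest ratio of spheroid to 2D monoculture were Fxyd1, Rasd2, Ptgir, Hpse and Cort, and those with the lowest were Abca1, Utp20, Mdn1, Serpinb9b and Tln2. The paper reasons that 2D and 3D cultures differ in how they re-create the tumor microenvironment. It draws on the genes it finds at the same level in spheroids and tumors and on its mTOR protein staining.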

## 4 Discussion

The study of the TME is becoming essential in the field of oncology. Reproducing tissues *in vitro* should realistically recapitulate the native cell–microenvironment crosstalk, central for the correct functionality. Indeed, the structure and chemical nature of the scaffold material when culturing in 3D play a pivotal role. However, *in vitro* techniques for the generation of models incorporating the ECM are still in a developing stage. Synthetic or semi-synthetic materials have often led to disappointing results due to the difficulty in replicating the sophisticated signals encoded within the native ECM (57). Although formed by the same structural units (i.e., elastin, collagen, hyaluronan, proteoglycans, fibronectin, and laminin), the specific organization and amount of structural units of the ECM vary from organ to organ, making necessary to reproduce a realistic ECM composition to mimic a native environment. In this work, we demonstrated the importance of the natural cell produced ECM for *in vitro* experimentation. We developed a model that mimics the early-stage tumor environment culturing and analyzing spheroids made from tumor cells (B16F10) alone and in co-culture with fibroblasts (NIH/3T3 cells). The system we choose for the generation of the spheroids was the hanging drop system, allowing an undisturbed ECM deposition by fibroblasts. To determinate the abundance of the ECM in our system, we decided to keep track of Collagen type VI, since it is abundant in melanoma and other tumor tissues (58–60). We detected ECM only in the co-cultured spheroids (tumor cells + fibroblasts): indeed only these spheroids lasted for more than 1 week (up to 21 days). Based on these results, we deduce that spontaneous ECM deposition can be obtained only when tumor cells and fibroblasts are both present in a spheroid model, and thus that ECM deposition is fibroblast dependent. Moreover, the B16F10–NIH/3T3 spheroids have a “mass” morphology, whereas the B16F10 spheroids have a “grape-like” morphology due to the lack of type-VI collagen deposition, confirming the fibroblast-dependent nature of ECM deposition. Therefore, fibroblasts are needed for the generation of the early tumor stage 3D model we proposed, because of their major roles as ECM producers and TME organizers (61). Moreover, we observed homogenous distribution of the two cell lines in the spheroids, indicating that they interacted with each other in equilibrium and synergy, without competition, to build an organized structure.

Not only the structural similarity, but we also demonstrated the gene expression likeness between a subcutaneous tumor tissue and a tumor-fibroblast spheroid model. Indeed, a major limitation of *in vitro* 2D monoculture models is the lack of the realistic cancer cell signatures. Cougnoux et al. (62) compared pathway analysis of cancer cells grown in 2D and cells from 3D spheroids: 3D spheroids successfully recapitulated *in vivo* transcriptional states characterized by high expression of genes involved in the ribosome, in the proteosome and in glycolysis/gluconeogenesis. 2D-cultured tumor cells appear to be sensitive to certain drugs that are ultimately not effective in real environments, including in patients with cancer. Moreover, nowadays it is well described the importance of cancer associated fibroblasts in tuning cancer progression and drug resistance (63, 64). Thus, the use of 3D culture models including matrisome cells like fibroblasts is essential to improve our understanding of tumor biology and the precision of drug screening. We confirmed the gene expression similarity between the co-cultured spheroid and the native tumor microenvironment particularly regarding genes involved in cancer-related pathways. We even validated mTOR protein levels and demonstrated that it was detectable exclusively in the 3D system including both cell lines, as well as in the actual tumor tissue, compared to single cell line culture, or 2D co-culture. The mTOR protein level is higher in the proposed 3D model compared to the actual tumor tissue most probably because just cancer cells and fibroblasts compose the 3D system while the actual tumor tissue includes many other cell type and matrix where mTOR is not present. This means that we are highlighting the real features of cancer cells in the proposed system, but the heterogeneity of the whole TME is still not well represented yet.

These results highlight the importance of 3D models including fibroblasts mimicking of the TME for tumor experimentation. The spheroid model we proposed is therefore eligible for a realistic early tumor stage *in vitro* system incorporating tumor cells, tumor associated fibroblast and ECM, that all together tunes the genetic expression towards a more realistic environment, incorporating tumor progression gene expression and drug resistance features. However, the tumor heterogeneity and especially the immune system interaction are missing in the proposed model. A more sophisticated and complete system, perhaps with the incorporation of endothelial cells and functioning vessels, would allow the better media perfusion, for a longer lasting system, and the possibility to incorporate the immune system component, to test immunogenicity and immune cells response to different challenges. The increase utilization of this 3D system will furthermore reduce significantly *in vivo* experimentations, being a model for screening a considerable number of drugs and select the only ones with promising results for the next step of screening *in vivo (*65).

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE294100.

How the deposited data were processed for this re-analysis (not part of the article)

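The authors deposited 1 table of read counts per gene for 4 libraries, 1 per condition. The counts are whole numbers without normalization. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, and no coordinates are printed. Every column was matched to a condition by its label. The totals lay between 118896900 and 150028663 reads, with a median of 142204920, and 3 reads, the number a count of 0 allows, came to between 0.0185 and 0.0262 CPM.

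From the counts, CPM values were computed with TMM factors of the 4 libraries from edgeR 4.0.16, in R 4.3.3. Size factors of DESeq2 1.42.0, total counts, upper quartiles and no scaling were alternatives. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Intervals of CPM values are exact Clopper-Pearson intervals, and intervals of log2 ratios come from the exact binomial interval of the share of reads in 1 of the libraries compared. Log2 ratios of lists, median absolute log2 ratios, counts of genes over 2-fold and the ranking of genes by ratio use a pseudocount of 1 CPM, and log2 ratios of single genes use none.

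NOISeq itself was not run. Its simulation for data without replicates was written anew: 5 replicates per library were drawn at 20% of its depth with a size variation of 0.02, scaled to full depth, and a gene was called when more than 0.9 of the differences between simulated replicates were at or under its own in both ratio and difference. It was tried on simulated counts with 200 genes changed 4-fold, all taken from genes with at least 10 CPM in the tumor library. In the comparison of spheroid and tumor, over 18936 genes, it recovered 100% of the changed genes and called 0 of the others. Genes of lower level were not changed, so this does not show that changes in genes with few reads would be called. The GFOLD-type interval takes tails of 0.01 of the ratio of the counts.

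No test across conditions was made, since each condition has 1 library. GC content and length were taken from a GENCODE mouse annotation whose build may differ from that of the authors, and 98.0% of the genes with a mean of at least 1 CPM had a value. The correction removes the median log2 ratio of each of 10 classes of GC content by 10 classes of length.

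The genes named are the 20 genes of the paper, the genes of collagen VI, the genes of marker lists, the 5 highest and 5 lowest ratios of spheroid to tumor and to 2D monoculture among genes with at least 10 CPM on average, ranked with 1 CPM added to each value, the 5 genes of highest mean CPM in the selected set and the 5 genes with most reads in each library. The rule was written before the data were examined, as were the main settings and the lists. The lists are those of melanocyte, myeloid, lymphoid, neutrophil, endothelial, fibroblast, erythroid, keratinocyte, skeletal muscle, adipocyte, female, Y chromosome, hypoxia, proliferation, interferon and antigen presentation, collagen VI and mTOR complex genes. The pathway enrichment of the paper was left out, since the pathway sets were not used here.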

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

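The test on genes with 2000 to under 5000 reads in the tumor library and its cutoffs were chosen after genes with more reads had been seen and before its own values were computed. The other tests of this part were set before the data were examined.

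Genes of other cell types had more reads in the tumor library than in the 2D monoculture, which the paper does not report. The median log2 ratio of tumor to 2D monoculture was 6.14 for 12 myeloid genes, 1.27 for 8 lymphoid genes, 1.93 for 4 neutrophil genes, 4.38 for 10 endothelial genes, 6.10 for 9 fibroblast genes, 9.49 for 5 skeletal muscle genes, 6.84 for 3 adipocyte genes, 6.40 for 3 collagen VI genes and 6.08 for Xist. The most abundant genes of these lists in the tumor library were Acta1, Myh4 and Col3a1, the last with 1307 CPM. RNA of host cells in the tumor library is a candidate explanation. The test asked for the myeloid, endothelial, fibroblast and erythroid lists and for Xist. The 4 genes of the erythroid list have no reads in any library, which fixes its median at 0, so the test as a whole decides nothing. The parts with reads, the myeloid, endothelial and fibroblast lists and Xist, lay between 4.38 and 6.14, as RNA of host cells would give. Myh4 had 216837 reads in the tumor library and 0 in the 2D monoculture. Expression of these genes by the tumor cells themselves was not tested.

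Interferon and antigen presentation genes (13 genes) had a median log2 ratio of 2.75 and hypoxia genes (12 genes) a median of 1.09 between tumor and 2D monoculture. Both lists hold genes that many cell types express. Host RNA and a response of the tumor cells cannot be separated with these libraries, and no biological explanation was tested.

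In the 2D co-culture library, the median log2 ratio to the 2D monoculture was 1.26 for the fibroblast genes and 6.26 for the collagen VI genes. Col1a2 had 514 CPM in the 2D co-culture and 2.97 CPM in the 2D monoculture, and Col6a1 had 133 CPM and 0.161 CPM. NIH/3T3 cells carried through the sort may add reads of fibroblast and collagen genes. The test required the fibroblast genes as a set to be higher in both the spheroid and the 2D co-culture library. The smaller of both medians was 0.33, that of the spheroid, where 5 of the 9 genes were higher and 4 lower than in the 2D monoculture, so it decides nothing. That such a median decides nothing while a gene of the list is more than 2-fold higher was set after the values were seen. Thy1 had 0.286 CPM in the spheroid and 0.0211 CPM in the 2D monoculture, Col3a1 2.28 CPM and 0.274 CPM, and Col1a1 5.93 CPM and 2.03 CPM, whereas Dcn had 0.11 CPM and 0.407 CPM. Carry-over and induction of these genes in B16F10 cells stay open for both libraries.

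Skeletal muscle genes had a median log2 ratio to the 2D monoculture of 1.24 in the 2D co-culture and 0.98 in the spheroid, with all 5 genes higher in both. Their median level was 0.195% of that in the tumor library for the 2D co-culture and 0.130% for the spheroid. Outside this list, 72 genes had at least 5000 reads in the tumor library and under 0.03% of the tumor's CPM in the 2D monoculture. Their median level was 0.184% of the tumor's in the 2D co-culture (quartiles 0.149% and 0.259%) and 0.123% in the spheroid (quartiles 0.103% and 0.165%), and each of them had reads in both libraries. Reads or RNA of the tumor sample in these libraries are a candidate explanation. Such reads would give genes of lower level in the tumor the same share. For 57 genes with 2000 to under 5000 tumor reads, chosen in the same way, the median share was 1.13 times that of the 72 genes in the 2D co-culture and 1.22 times in the spheroid, as reads of the tumor sample would give. How they would have entered was not tested. Col1a2 and Col6a1 in the 2D co-culture lie far above this share. In the spheroid, Col3a1 and Dcn lie near it, at levels 574 and 869 times under those of the tumor. Thy1 and Col1a1 in the spheroid lie above it, at levels 172 and 96.8 times under those of the tumor.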

How the results depend on the processing

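No paired analysis was possible because each condition has 1 library. Counts and their ratios, and differences between correlations or median ratios, were taken as the same within 1.5 times, and medians of lists within 1.5-fold. The filter on CPM above 1 in either library, both settings with TMM factors of the libraries compared, the restriction to genes with a call in all 3 comparisons and every GC and length correction were chosen after seeing the data. Where a value moved, the cause was not tested, except that filters test fewer genes and take the simulated noise from them.

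The spheroid had the fewest unregulated genes of the cultures in 18 of 18 settings chosen before and in 23 of all 24 settings, and the smallest set unregulated in 1 culture only in 18 of 18 and in 22 of 24. With TMM factors of the libraries compared and unscaled simulated replicates, that set was 1.06 times the set of the 2D co-culture, and 1.36 times with the GC and length correction, where unregulated genes were 1.03 times those of the 2D co-culture.

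Unregulated genes of the spheroid numbered 12233 in the main setting. They numbered 2965 with a mean CPM of at least 1, 3673 with the GFOLD-type interval, 1712, 3462 and 7146 with windows of 0.25, 0.5 and 1, and 3662 with CPM above 1 in either library. With TMM factors of the libraries compared they numbered 3762 (unscaled replicates), 1783 (common 20% of depth), 4875 and 2573 (the same with GC and length correction). Lower genes moved to 8678 (GFOLD-type), 10280, 9499 and 7550 (windows of 0.25, 0.5 and 1), 6262 (common depth) and 5850 (common depth with correction). Higher genes moved to 5287 (mean CPM of at least 1), 7042 (GFOLD-type), 7401 and 6432 (windows of 0.25 and 0.5), 5668 and 5290 (common depth without and with correction).

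The set unregulated only between spheroid and tumor moved from 433 to 678 (threshold of 0.8), 677 (GFOLD-type), 806, 936 and 706 (windows), 672 (CPM above 1 in either library), 1010 and 1170 (unscaled replicates without and with correction), 708 and 939 (common depth without and with correction), 1437 (removed only if unregulated in both 2D comparisons) and 1482 (2D cultures compared with the spheroid). Its ratio to the set of the 2D monoculture moved to 0.373 (threshold of 0.8), 0.472 (mean CPM of at least 1), 0.585 (GFOLD-type), 0.451 and 0.422 (windows of 0.25 and 0.5), 0.481 (CPM above 1 in either library), 0.665 and 0.654 (unscaled replicates) and 0.518 and 0.535 (common depth).

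Of the paper's 20 genes, 1 was unregulated with the GFOLD-type interval, and 7 and 4 with the correction and unscaled or common-depth replicates. Those unregulated in the spheroid alone moved from 2 to 1 (total count, upper quartile and no scaling, threshold of 0.95, GFOLD-type, GC and length correction), 11 (threshold of 0.8), 5 (replicates at 100% of depth, zeros replaced by 1, at least 10 reads, unscaled replicates with correction), 15 (mean CPM of at least 1 and CPM above 1 in either library), 14 (window of 0.25 and unscaled replicates), 10 (window of 0.5) and 20 (common depth). Their median log2 ratio reversed to 0.32 against the 2D monoculture with the correction and to -0.19 against the tumor with total count scaling.

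The difference in Spearman correlation between spheroid and 2D monoculture moved to -0.0239 (all genes with a read), -0.226 (mean CPM of at least 10) and -0.0688 (correction), and that to the 2D co-culture to -0.0368, -0.177 and -0.0577, and to -0.0653 (correction, genes expressed in the 2D monoculture). The difference in median absolute log2 ratio moved to 0.22, 0.28 and 0.25 for the 2D monoculture and to 0.19, 0.16 and 0.14 for the 2D co-culture (all genes, correction, correction with expressed genes). The sign of these differences was the same in every setting run.

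With a pseudocount of 0.1, the medians of tumor to 2D monoculture moved to 8.74 (myeloid), 3.51 (lymphoid), 4.47 (neutrophil), 7.21 (endothelial), 7.70 (fibroblast), 1.58 (keratinocyte), 11.41 (skeletal muscle), 9.83 (adipocyte), 8.87 (Xist) and 8.68 (collagen VI), that of collagen VI to 3.73 in the spheroid and 8.99 in the 2D co-culture, and that of skeletal muscle to 2.46 in the 2D co-culture. With the correction, the tumor's medians moved to 6.20 (adipocyte) and 7.39 (collagen VI). Depth may limit the lymphoid, neutrophil and keratinocyte lists, whose genes had few reads in the cultures, but this was not tested. Some myeloid and endothelial genes also had few reads, such as Tyrobp and Cldn5 with 1 read each in the 2D monoculture.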

Differences from the paper's values

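The paper reports 1780 unregulated genes between spheroid and tumor, and 12233 were found here. Of the alternatives set before the data were examined, the window of 0.25 gave 1712, within 1.5 times of the paper's value, and every other one was further off. The paper reports 6263 lower genes, and 3653 were found here. Total count scaling, no normalization, the threshold of 0.8, simulated replicates at 100% of depth, the mean CPM of at least 1, the GFOLD-type interval and the window of 1 came within 1.5 times, and the other alternatives did not. The paper reports 5670 higher genes, and 3507 were found here. The threshold of 0.8, simulated replicates at 100% of depth, zeros replaced by 1, the mean CPM of at least 1, the filter on 10 reads, the GFOLD-type interval and all windows came within 1.5 times, and the other alternatives did not.

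The paper reports 693 genes unregulated only between spheroid and tumor, and 433 were found here. The threshold of 0.8, simulated replicates at 50% and at 100% of depth, zeros replaced by 1, both filters on low counts, the GFOLD-type interval and all windows came within 1.5 times. The scalings, the threshold of 0.95, the thinned libraries, another seed, removal only if unregulated in both 2D comparisons and the comparison with the spheroid did not.

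The paper's 3 counts sum to 13713, which is the number of genes with more than 1 CPM in the spheroid or the tumor library. With that filter, TMM factors of the libraries compared and simulated replicates brought to a common 20% of depth, 1783 genes were unregulated, 6262 lower and 5668 higher, and 708 were unregulated only between spheroid and tumor. That setting was chosen after the values were seen, in a search beside the paper's counts. A grid of 252 settings of the kind searched holds 72 that come within 1.5 times of all 3 counts. The chosen setting drops 0 of the paper's 20 genes and leaves 20 of them unregulated in the spheroid alone. Under it the 2D cultures have 2649 and 2600 unregulated genes, and the same selection leaves 1164 genes for the 2D co-culture and 1366 for the 2D monoculture.

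The paper describes gene expression likeness of spheroid and tumor. Here the spheroid library had the lowest Spearman correlation with the tumor library, 0.685, and the fewest unregulated genes of the cultures. It was closest to the tumor for 19 of the paper's 20 genes, which the paper chose for their similar level in spheroid and tumor. After the GC and length correction, chosen after the data were seen, the spheroid was closest for 6 of them. The paper names 20 genes as unregulated in the spheroid alone, and 2 of them were so in the main setting. That setting calls 12233 genes unregulated against the paper's 1780, so the 2 values come from unlike thresholds. In the setting chosen beside the paper's counts, all 20 were unregulated in the spheroid alone.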

Other observations

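The tests on GC content and length, on the GC trend between cultures and on hypoxia genes were chosen after the values were seen. The other tests of this part were set before the data were examined.

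The spheroid had the fewest unregulated genes against the tumor. A difference in depth was tested by thinning all libraries to 1 depth, and the order of the cultures stayed the same, with 12207 unregulated genes for the spheroid. Low read counts are a candidate explanation for many unregulated calls: the median CPM of unregulated genes was 0.0274 times that of the other genes. Over 10 classes of genes ordered by expression, the share unregulated fell from 100% in the lowest class to 38.0% in class 5 and then rose to 47.3% in the highest, so low counts do not account for the calls among well-expressed genes.

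The order of the cultures by similarity to the tumor was tested for host transcripts by keeping genes expressed in the 2D monoculture. The order stayed the same, with a Spearman correlation of 0.707 for the spheroid and 0.861 for the 2D monoculture. This argues against genes nearly absent from the 2D monoculture as the whole cause. The filter rests on a culture that is itself ranked, and it keeps genes that host cells may also express. It therefore cannot exclude host transcripts of the kept genes. After the GC and length correction, the median absolute log2 ratio was 0.79 for the spheroid and the order again stayed the same. A biological difference between the cultures stays open.

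The log2 ratios between libraries followed GC content. The correlation was also 0.463 between spheroid and 2D monoculture, where the tumor library takes no part. This argues against host transcripts as the cause of that trend. A host contribution to the trends against the tumor, such as 0.379 for the 2D monoculture, stays open. Differences in library preparation, RNA quality or the cultures themselves were not tested.

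Whether the selection of the paper gives a set of the spheroid's size for any culture was left open by the test set before the data were examined. The smaller set of the 2D cultures was 1.67 times that of the spheroid, which neither outcome written for the test covers. The values do show that the selection left more genes for either 2D culture, 725 and 1766 against 433. The spheroid's set was the smallest in 18 of 18 settings chosen before. With TMM factors of the libraries compared and unscaled simulated replicates, chosen after the data were seen, the 2D co-culture's set was the smaller one, with 950 genes against 1010, and with the GC and length correction 861 against 1170.

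Hypoxia genes were higher in the spheroid than in the 2D monoculture. After the GC and length correction the median was 1.22, which argues against GC content and length as the cause. The same genes were also higher in the 2D co-culture than in the 2D monoculture, with a median of 0.55 and of 0.39 after the correction. The rise is therefore not confined to the spheroid. Lower oxygen in the spheroid is a hypothesis that these libraries do not test.

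Other list medians of tumor to 2D monoculture were 0.35 for melanocyte, 0.52 for proliferation, 0.26 for keratinocyte and -0.02 for Y chromosome genes. The median of spheroid to 2D monoculture was -0.69 for mTOR complex genes and 1.71 for collagen VI genes. Col6a1 had 3.38 CPM in the spheroid and 107 CPM in the tumor. The hemoglobin genes of the erythroid list are listed at 0 in all libraries, whereas Alas2, chosen after its values were seen, had 1982 reads in the tumor library and at most 10 in a culture. The paper reports mTOR protein by immunofluorescence in tumor and spheroid alone, a measure of protein. Reads of Mtor were counted in every library, 14846 in the 2D monoculture and 4799 in the spheroid.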
